A study of Homo sapiens with 12 samples. Its data were reported in "Lactylation-driven NSUN2-mediated RNA m5C modification promotes perineural invasion in pancreatic cancer" (2026).

How the data were processed

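Poly(A)-selected RNA of PANC-1 cells, an established human pancreatic cancer line, was sequenced in 12 libraries. The labels place them in 4 groups of 3: cells given 30 mM sodium lactate for 24 h, their water control, and cells transfected for 48 h with a control siRNA (siNC) or an siRNA against NSUN2 (siNSUN2). The labels name 1 batch for all libraries. They do not say whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.

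The authors deposited a table of FPKM values, that is reads scaled to gene length in kilobases and to the total counted reads of the library, for 24201 genes in each library. The submitters' processing notes name fastp 0.23.0, HISAT2 2.2.1, StringTie 2.2.1, HTSeq 0.13.5 and DESeq2 1.34.0 and the human build hg38 (GRCh38), without saying what each did. The annotation release and the strand setting of the counting are not given in the sources used here. The table includes 193 loci found by assembly, and 5060 genes carry only an identifier as name. The authors also deposited a table of changed genes for each comparison, which holds the read count, FPKM and CPM of each library for the listed genes only. The log2 fold change, p-value and q-value in these tables are those of the authors' deposited comparison. Values from them are named as such below. The deposited counts are whole reads per gene with no normalization, and the deposited CPM values are those counts scaled to the total counted reads of the library.

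The count and CPM columns gave the total reads of each library, which ranged from 21854066 to 32507140. With these totals, FPKM values could be turned back into whole reads by finding the smallest whole gene length that made all 12 libraries whole within 1e-07. This succeeded for all 24201 genes. Of 2242 genes whose deposited counts could be compared, 2241 were equal in every library. The test had been chosen before the data were examined, for FPKM without counts, and stayed so: the recovered reads served for depth, for an added count test and for simulations. Counts are known up to a common divisor of gene length and reads. The 95% intervals of fold changes come from the spread between libraries.

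The comparisons used log2(FPKM + 1) of 13037 genes with FPKM of at least 1 in at least 3 libraries. limma 3.58.1 was fitted to all 12 libraries with 4 group means, with eBayes set to trend and robust, and p-values were adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05. Contrasts were lactate against control, siNSUN2 against siNC, and the difference between both effects. A log2 fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Fold ratios in the text are ratios of mean FPKM. For single genes an exact two-sided permutation test was also run. With 3 libraries against 3 its smallest possible p is 0.10.

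There were 32 gene lists fixed beforehand, covering the study's candidates, m5C enzymes, m5C readers and erasers, lactate transport and lactylation, metabolism, hypoxia, ribosome, cell cycle, adhesion, signalling, stress, interferon, NRF2, lipid synthesis, histones, long non-coding RNAs and markers of other cell types. Lists with at least 2 tested genes were compared with all other genes by camera at a preset correlation of 0.01, and again with an estimated correlation. A further test, fry, asks whether the members of a list change and makes no comparison with other genes. Each was adjusted over the lists of a comparison. Lists share some genes, so their results are not independent of each other. Members were counted with p adjusted over all genes and, separately, adjusted over the list alone. Gene names followed the deposited table, and older symbols were matched through the reference names.

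Genes named in the text followed a rule set before the data were examined. They were the study's candidates and the m5C methyltransferases, and the 10 largest rises and 10 largest falls among called genes with a symbol, a mean FPKM of at least 5 in the higher group and no overlap between replicates. From each list came up to 4 called members with the smallest p, or up to 2 of the highest FPKM where none was called. XIST, Y-linked genes and identifier-only names were left out of the largest changes. Genes named outside this rule are said to be so. Some genes that the rule takes, and the list of the study's candidates as a whole, are not reported here. Coordinates are those of GENCODE 29 on GRCh38, in which 98.2% of the Ensembl identifiers were found.

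The gene calls of both treatment comparisons and the list test with lactate were tested on simulated data. The difference, the genes shared by both comparisons and the lists under the siNSUN2 label were not. Reads were drawn for 13037 genes from the means over all libraries, the estimated dispersions and the library totals, with 200 genes changed. For lactate against control, 62.7% of genes set at 1.5-fold, 83.6% at 2-fold and 95.5% at 4-fold were called in the right direction, and 3 of 12837 unchanged genes were called. For siNSUN2 against siNC the shares were 64.2%, 83.6% and 98.5%, with 6 unchanged genes called. In a list simulation every G2/M gene was shifted 1.5-fold in the lactate libraries. Of 30 lists tested, the G2/M list was called and none of the others was. The real lactate comparison called 5634 genes, far more than the 200 changed in the simulation, so the shares of genes recovered need not hold there. Genes were drawn independently of each other in all simulations. The real lists had estimated correlations of up to 0.989, so calls among genes that vary together were not tested.

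Alternatives planned beforehand were a pseudocount of 0.1, no filter, a filter at FPKM 5, median-of-ratios scaling, quantile normalization, only the 6 libraries compared, the replicate number as a block, library weights, eBayes without trend and robust, each library left out, and thresholds with at least a 2-fold change. Count tests planned only if counts were found were run on the recovered reads with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. Chosen after seeing the data were a fit without the 3 libraries of highest mitochondrial share and a fit with 1 surrogate variable from sva 3.50.0. Analyses ran in R 4.3.3 and Python 3.11.15. A deposited summary of genes per sample was not used here, since it gives no detection limit.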

Results

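The mRNA of PANC-1 cells was profiled to ask which genes respond to lactate and which depend on NSUN2, a methyltransferase that places 5-methylcytosine (m5C) on RNA. Each of the 4 groups had 3 libraries. Total counted reads ranged from 21854066 in lactate replicate 1 to 32507140 in control replicate 2. No pair of replicates agreed within sampling noise: the chi-square per degree of freedom between replicates ran from 1.53 for siNSUN2 replicates 2 and 3 to 73.5 for siNC replicates 1 and 2. The first principal component, with 49.9% of the variance, separated the lactate libraries from all others. The second, with 26.4%, set lactate replicate 2, siNC replicate 1 and, less far, control replicate 1 apart from the rest. Reads on mitochondrially encoded genes made up 5.16%, 5.6% and 3.16% of these libraries, and between 1.86% and 2.7% of the other 9.

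**Figure D1:**
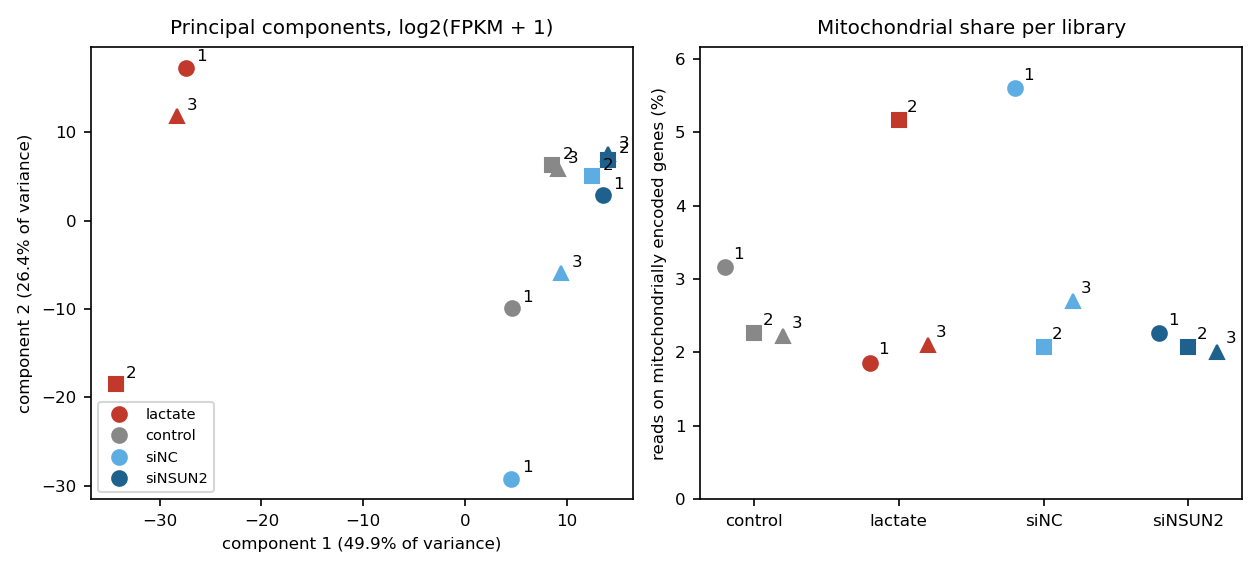
Left, the first principal component (horizontal) and second (vertical) of log2(FPKM + 1), 1 point per library, coloured by group and numbered by replicate, and right, the percentage of counted reads on mitochondrially encoded genes per library. Lactate replicate 2 (5.16%) and siNC replicate 1 (5.6%) lie highest on the right and lowest on the left.

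The gene targeted by the siRNA was measured first. NSUN2 (ENSG00000037474, chromosome 5, 6599239 to 6633291, minus strand) was not lower in the libraries labelled siNSUN2. Its FPKM was 57.1, 58.5 and 57.8 in these 3 libraries and 46.1, 55.3 and 51.5 in the siNC libraries, from at least 5692 reads in each. The means were 57.8 ± 0.697 (SD, n = 3) and 51.0 ± 4.61 (SD, n = 3). The log2 fold change was 0.18 with a 95% interval of 0.00 to 0.36 and a limma adjusted p of 0.363. The exact two-sided permutation p was 0.10, the smallest that 3 against 3 libraries allow. A lower level of the targeted mRNA was thus not measured, and the group is called the libraries labelled siNSUN2 in what follows. Directions in that comparison are those between labelled groups.

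Giving sodium lactate changed a large part of the PANC-1 transcriptome by small amounts. The control was given water, so lactate cannot be told apart from the added sodium and osmolarity. Effects named after lactate are those of the sodium lactate treatment. Candidates of the study rose, among them CDCP1, a transmembrane glycoprotein, STC1, a secreted glycoprotein, and FOSL1, an AP-1 transcription factor. NSUN2 fell by 0.45 on the log2 scale, and the keratin genes KRT8, KRT18 and KRT19 fell to between 0.375 and 0.477 of control. Genes of mitosis rose as a group. At the preset correlation genes of NF-kB signalling also rose and genes of S phase and fatty acid synthesis fell, with adjusted p = 0.189, 0.301 and 0.425 with an estimated correlation. In all, 5634 of 13037 genes were called (limma, adjusted p under 0.05), 2325 higher and 3309 lower with lactate. The median size of a called change was 0.35 on the log2 scale, and 159 genes passed with at least a 2-fold change, 78 higher and 81 lower. Replicates of both groups did not overlap for 51.2% of genes. The average over all splits of these libraries is 10%, and single splits can lie far from it because genes vary together. With median-of-ratios scaling the called genes were 2764 higher and 2888 lower. The count was 3320 with a filter at FPKM 5, 8620 with a surrogate variable and 9527 with library weights.

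CDCP1 (ENSG00000163814, chromosome 3, 45082278 to 45146422, minus strand) had an FPKM of 91.7 ± 0.822 (SD, n = 3) with lactate and 41.6 ± 1.06 (SD, n = 3) in the control, a log2 fold change of 1.12 ± 0.034 (SE, limma adjusted p 2.93e-08). STC1 (ENSG00000159167, chromosome 8, 23841915 to 23854807, minus strand) had 5.43 ± 0.525 against 2.16 ± 0.201, a log2 fold change of 1.02 ± 0.075 (SE, limma adjusted p 4.25e-06). FOSL1 (ENSG00000175592, chromosome 11, 65892049 to 65900573, minus strand) had 183 ± 71.9 against 70.4 ± 4.77, a log2 fold change of 1.30 ± 0.261 (SE, limma adjusted p 0.00248). Its spread came from lactate replicate 2, at 266 FPKM against 136 and 148 in the other lactate libraries, and siNC replicate 1 was likewise at 142.5 FPKM against 78.9 and 83.6. NSUN2 had 36.6 ± 3.49 against 50.3 ± 3.04, a log2 fold change of -0.45 ± 0.081 (SE, limma adjusted p 0.00134), and was lower in all 3 lactate libraries. By qRT-PCR the study reported no significant change with lactate in the mRNA of any m5C methyltransferase it measured, NSUN2 included. It reported a rise of NSUN2 protein, which these libraries do not measure. The study chose CDCP1, STC1 and FOSL1 on these samples, so their rise is not independent evidence. The authors' deposited table of changed genes gave log2 fold changes of 1.2 for CDCP1, 1.39 for STC1 and 1.45 for FOSL1. It holds no gene with an absolute log2 fold change under 1, so the absence of NSUN2 from it does not speak against a smaller fall.

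**Figure D2:**
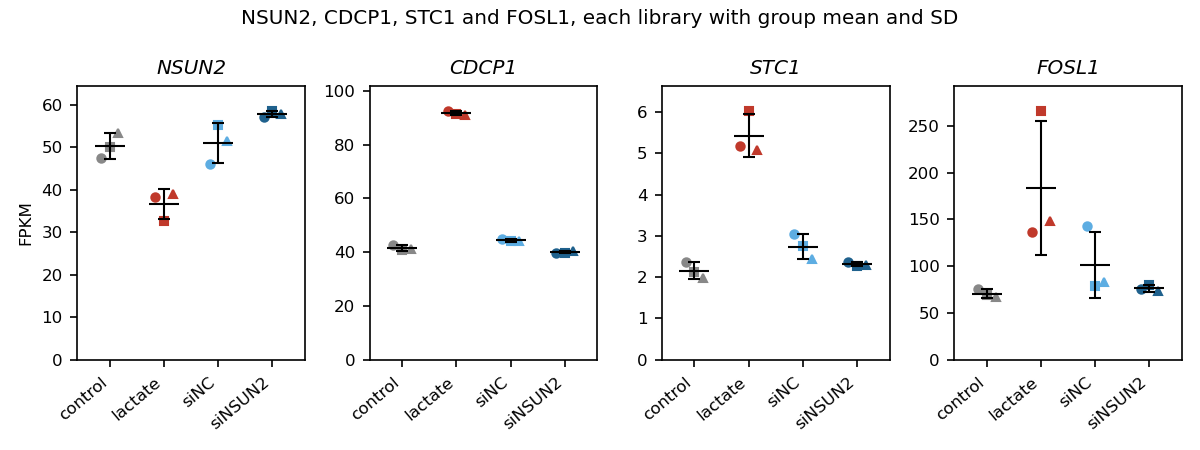
FPKM of NSUN2, CDCP1, STC1 and FOSL1 in each library (circles, squares and triangles for replicates 1, 2 and 3), with the mean and SD of each group as bars, n = 3. NSUN2 lies between 57.1 and 58.5 in the libraries labelled siNSUN2 and between 32.6 and 39.1 with lactate.

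Among the other m5C RNA methyltransferases, NSUN7 rose from 0.612 ± 0.0525 to 1.19 ± 0.0477 FPKM (n = 3 each), and NSUN3 and TRDMT1 fell to 0.742 and 0.736 of control. The call of TRDMT1, at an adjusted p of 0.0189, was lost in 8 of its 18 alternatives. NSUN4, NSUN5 and NSUN6 were not called, with fold ratios of 1.03, 1.08 and 0.969. NOP2 was below the filter at 0.124 and 0.143 FPKM. NOP2 and NSUN6 overlap another annotated gene on the same strand, NSUN3 overlaps genes on the opposite strand, and NSUN5 has near-identical pseudogenes, so that their counts are uncertain. Of 7 tested methyltransferases 1 rose and 3 fell, with equal counts adjusted over the list alone (camera adjusted p = 0.763). Of 7 m5C readers and erasers 1 rose and 3 fell, again with equal counts adjusted over the list alone (camera adjusted p = 0.413). TET2, an oxidase of 5-methylcytosine, fell from 1.66 to 0.658 FPKM. TET3 and the splicing factor SRSF2 fell to 0.683 and 0.795 of control, and YBX3 rose 1.33-fold.

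Among the genes that rose most were NPTX1, a secreted neuronal pentraxin, from 8.1 ± 0.603 to 42.4 ± 7.23 FPKM (5.24-fold, limma adjusted p 3.3e-07), and TXNIP, an inhibitor of thioredoxin and glucose uptake, from 3.22 ± 0.279 to 17.0 ± 2.98 FPKM (5.27-fold, limma adjusted p 5.85e-07). TMEM158, HMOX1 (heme oxygenase 1), the collagenase MMP1 and UBALD2 rose 4.08-fold, 3.45-fold, 5.12-fold and 3.19-fold. The mitochondrial ribosomal RNAs MT-RNR2 and MT-RNR1 rose 4.61-fold and 3.03-fold, and MT-RNR2 reached 2398 FPKM in lactate replicate 2 against 989 and 1111 in the other lactate libraries. The short RNAs SNORD117 and RNU7-75P rose 6.21-fold and 4.5-fold. Such RNAs are poorly captured by poly(A) selection, and nuclear copies share sequence with the mitochondrial ones, so their values are uncertain. Among the genes that fell most were ELF3, an epithelial ETS factor, from 12.5 ± 0.149 to 2.19 ± 0.135 FPKM (limma adjusted p 2.93e-08), and DHRS3, HILPDA, AGR2, LINC00261, KRT8, VWA1, INHBB, GPRIN2 and TP53I3, at fold ratios between 0.297 and 0.375.

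Cell cycle genes moved in opposite directions. Of 27 tested G2/M genes 18 rose and 1 fell, and 19 rose and 1 fell when adjusted over the list alone. The kinase AURKB rose from 22.1 ± 0.297 to 35.7 ± 0.55 FPKM, UBE2C rose 1.72-fold, the checkpoint kinase BUB1 1.71-fold and CCNA2 1.38-fold. This list stood above other genes (camera adjusted p 3.14e-07) and kept its call with an estimated correlation (adjusted p = 0.00905). Of 26 S phase genes 14 fell and 1 rose, and 17 fell and 1 rose when adjusted over the list alone. UHRF1, the helicase subunit MCM4, and the licensing factor CDC6 fell to 0.628, 0.772 and 0.679 of control. The camera adjusted p was 0.00235, with adjusted p = 0.301 with an estimated correlation. Of 11 replication-dependent histone genes 4 fell and none rose, and 5 fell when adjusted over the list alone (camera adjusted p = 0.0842). H2AC6, H2AC11, H2BC5 and H4C8 fell to between 0.494 and 0.572 of control. These genes share sequence and mostly lack poly(A) tails, so their counts are uncertain.

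NF-kB and cytokine genes rose in 12 of 17 members and fell in 2, and 12 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.000119, and adjusted p = 0.189 with an estimated correlation). BIRC3, the adhesion molecule ICAM1, NFKB2 and the cytokine LIF rose 2-fold, 2.06-fold, 1.99-fold and 1.57-fold. AP-1 and MAPK response genes rose in 10 of 21 members and fell in 2, with equal counts adjusted over the list alone (camera adjusted p = 0.00143, and adjusted p = 0.0524 with an estimated correlation). DUSP5, SPRY4 and SPRY2, feedback inhibitors of ERK and growth factor signalling, rose 3.14-fold, 2.07-fold and 1.82-fold, and ATF3 rose 1.93-fold. Extracellular matrix and integrin genes rose in 15 of 27 members and fell in 3, with equal counts adjusted over the list alone (camera adjusted p = 0.000317, and adjusted p = 0.0944 with an estimated correlation). HSPG2, the basement membrane proteoglycan perlecan, rose from 6.77 ± 0.473 to 13.2 ± 0.316 FPKM and the integrin chain ITGA5 rose 1.85-fold, whereas THBS1 fell to 0.468 of control. Of 6 ductal epithelium markers 3 fell and none rose, with equal counts adjusted over the list alone (camera adjusted p = 0.013, and adjusted p = 0.0944 with an estimated correlation). KRT19 fell from 215 ± 9.1 to 102.5 ± 4.12 FPKM and KRT18 from 156 ± 5.82 to 68.7 ± 0.915.

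Both lipid lists passed the set test in opposite directions. Of 23 cholesterol synthesis genes 13 rose and 2 fell, and 13 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.00414, and adjusted p = 0.668 with an estimated correlation). FDFT1, SQLE and the regulator SREBF2 rose 1.42-fold, 1.33-fold and 1.3-fold. Of 9 fatty acid synthesis genes 6 fell and 1 rose, with equal counts adjusted over the list alone (camera adjusted p = 0.0104, and adjusted p = 0.425 with an estimated correlation). SREBF1, FADS2, the desaturase SCD and FADS1 fell to 0.551, 0.565, 0.626 and 0.742 of control. Without the 3 libraries of highest mitochondrial share this list had an adjusted p of 0.0517. Of 7 tested members of the long non-coding RNA list 4 rose, also when adjusted over the list alone. The camera adjusted p was 0.013, and 0.0944 with an estimated correlation. MALAT1, GAS5, MEG3 and OIP5-AS1 rose 1.98-fold, 1.69-fold, 1.53-fold and 1.14-fold. OIP5-AS1 lost its call in 8 of 19 alternatives and GAS5 in 3.

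**Figure D3:**
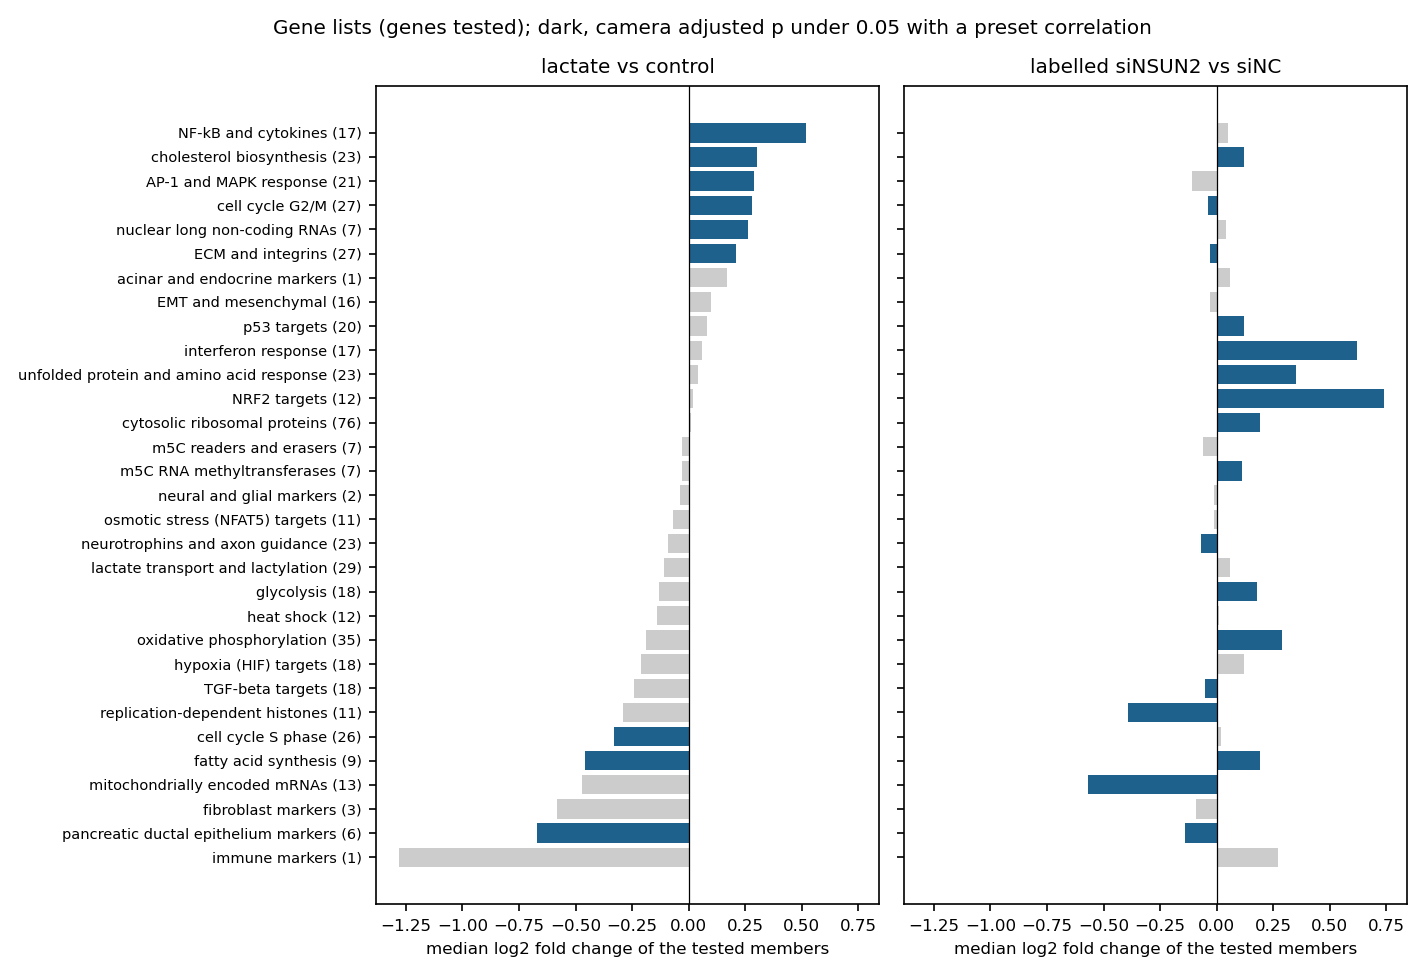
Median log2 fold change (horizontal axis) of the tested members of each gene list, with the number tested in parentheses, for lactate against control (left) and the libraries labelled siNSUN2 against siNC (right). Dark bars mark lists with a camera adjusted p under 0.05 at the preset correlation, among them G2/M genes (median 0.28) on the left and NRF2 targets (median 0.74) on the right.

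The remaining lists did not pass camera with lactate (adjusted p from 0.133 to 0.878), although many members were called. The fry test, which makes no comparison with other genes, called several of these lists and not others. Its adjusted p was 7.94e-06 for TGF-beta targets, 8.5e-05 for heat shock and 0.00533 for hypoxia targets. For glycolysis and oxidative phosphorylation it was 0.27 and 0.385. Of 29 genes of lactate transport and lactylation 3 rose and 9 fell, and 5 rose and 10 fell when adjusted over the list alone. The kinase PDK4 rose 2.56-fold, and LDHA, which makes lactate from pyruvate, fell from 345 ± 8.52 to 228 ± 14.5 FPKM. EMB and SIRT1 fell to 0.784 and 0.718 of control. In glycolysis 3 of 18 genes rose and 5 fell, with equal counts adjusted over the list alone. HK2 and PFKFB3 rose 1.6-fold and 1.46-fold, and GPI and PKM fell to 0.778 and 0.859 of control, with the call of PKM lost in 4 of 19 alternatives. Of 18 hypoxia targets 4 rose and 9 fell, and 4 rose and 11 fell when adjusted over the list alone, with HILPDA, ANGPTL4 and EGLN3 at 0.336, 0.485 and 0.365 of control and MXI1 at 1.49-fold. In oxidative phosphorylation 1 of 35 rose and 4 fell, with equal counts adjusted over the list alone. Of 13 mitochondrially encoded mRNAs 1 fell, MT-CO3, at an adjusted p of 0.0327 that was lost in 9 of 19 alternatives, and none was called when adjusted over the list alone. Of 76 ribosomal protein genes 4 rose, RPL37 by 1.23-fold at most, and 2 rose when adjusted over the list alone.

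Of 16 EMT genes 7 rose and 3 fell, with equal counts adjusted over the list alone. The gelatinase MMP9 rose from 0.611 ± 0.13 to 3.82 ± 0.361 FPKM and MMP14 rose 1.83-fold, while E-cadherin (CDH1) and MMP2 fell to 0.668 and 0.678 of control. Of 18 TGF-beta targets 6 rose and 9 fell, and 6 rose and 10 fell when adjusted over the list alone. ID2, SMAD6 and SKIL fell to 0.42, 0.479 and 0.529 of control. Of 23 neurotrophin and axon guidance genes 7 rose and 11 fell, with equal counts adjusted over the list alone. The receptor kinase RET fell from 4.23 ± 0.0557 to 1.31 ± 0.055 FPKM and NRP1 to 0.655 of control, while SEMA4B and NTN4 rose 1.5-fold and 1.46-fold. For p53 targets 5 of 20 rose and 3 fell, with equal counts adjusted over the list alone, and GADD45A rose 2.39-fold. In the unfolded protein and amino acid response 6 of 23 rose and 2 fell, against 4 and 2 when adjusted over the list alone. ASNS rose 3-fold and the transporter SLC7A5 fell to 0.649 of control. Interferon response genes rose in 6 of 17 and fell in 4, and NRF2 targets rose in 4 of 12 and fell in 1, with equal counts adjusted over the list alone for both. Without lactate replicate 2 the NRF2 list and the ribosomal protein list passed camera as higher, with adjusted p of 0.0184 and 0.0106 against 0.133 and 0.305 with all libraries. For osmotic stress targets, 2 of 11 rose and 4 fell, and for heat shock 2 of 12 rose and 4 fell, again with equal counts adjusted over the list alone. SLC5A3, the myo-inositol transporter that responds to high osmolarity, fell to 0.57 of control, and DNAJA1 and HSPA8 fell to 0.701 and 0.733. Markers of other cell types were mostly absent or low: fibroblast markers fell in 2 of 3 tested members, with COL1A1 at 6.78 against 11.6 FPKM, CD14 was the single immune marker tested and fell to 0.198 of control from 2.76 FPKM, SYP was the single acinar or endocrine marker tested and rose 1.16-fold with its call lost in 5 of 18 alternatives, and of 2 neural markers ENO2 rose and MAP2 fell. All these marker counts were equal when adjusted over the list alone.

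Genes in the libraries labelled siNSUN2 differed from siNC in far fewer cases. NRF2 targets, which protect against oxidative stress, and interferon-stimulated genes were higher as groups. CDCP1, STC1, FOSL1 and NSUN2 itself were not called. In all, 82 of 13037 genes were called, 59 higher and 23 lower (limma, adjusted p under 0.05), and 4 of them changed at least 2-fold, all higher. At an unadjusted p under 0.05 there were 1774. Replicates did not overlap for 26.9% of genes. The average over all splits is again 10%, and the share in other single splits was not counted, so an excess over chance is not shown. The count depended on single libraries. It fell to between 32 and 59 when any 1 of the 6 libraries was left out, with 53 without siNC replicate 1, 59 without siNC replicate 2, 38 without siNC replicate 3, and 32, 34 and 32 without siNSUN2 replicates 1, 2 and 3. It was 30 in a fit of these 6 libraries alone, 365 without the 3 libraries of highest mitochondrial share, 329 with DESeq2 on the recovered reads, 841 with a surrogate variable and 7051 with library weights. The split was 168 higher and 161 lower with DESeq2, and 72 and 33 with median-of-ratios scaling.

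CDCP1 had an FPKM of 39.96 ± 0.466 (SD, n = 3) in the libraries labelled siNSUN2 and 44.4 ± 0.442 (SD, n = 3) in siNC, a log2 fold change of -0.15 ± 0.034 (SE, limma adjusted p 0.119). STC1 had 2.31 ± 0.0486 against 2.74 ± 0.306 (limma adjusted p 0.357), and FOSL1 76.3 ± 3.61 against 101.7 ± 35.4 (limma adjusted p 0.482). CDCP1 was called as lower in 4 of 19 alternatives, among them DESeq2 on the recovered reads (log2 fold change -0.20, adjusted p 0.00374), with log2 fold changes from -0.20 to -0.14 over all of them. None of the 7 methyltransferases was called, also when adjusted over the list alone. Their list passed camera as higher (adjusted p = 0.03, and adjusted p = 0.405 with an estimated correlation). It lost the call without siNC replicate 1 (adjusted p = 0.0874) or siNC replicate 2 (adjusted p = 0.0757). By fry the adjusted p was 0.0669.

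Of 12 NRF2 targets 8 were higher and none lower, and 11 were higher when adjusted over the list alone (camera adjusted p 2.15e-18, and adjusted p = 0.0374 with an estimated correlation). HMOX1 had 90.8 ± 3.31 against 30.0 ± 1.09 FPKM, a log2 fold change of 1.57 ± 0.064 (SE, limma adjusted p 2.98e-06). The cystine transporter SLC7A11, NQO1, OSGIN1 and GCLM were 2.32-fold, 1.96-fold, 4.17-fold and 1.61-fold higher. ME1, PIR and FTL, the ferritin light chain, were 1.85-fold, 1.79-fold and 1.76-fold higher. NQO1 lost its call in 9 of 19 alternatives, and ME1, PIR and FTL in 1 each. Of 17 interferon response genes 11 were higher and none lower, and 15 were higher when adjusted over the list alone (camera adjusted p 1.11e-23, and adjusted p = 0.015 with an estimated correlation). IFIT3 had 3.38 ± 0.136 against 1.12 ± 0.00956 FPKM and MX1 1.19 ± 0.0788 against 0.195 ± 0.0198. OAS3 and IFIT1 were 1.83-fold and 1.97-fold higher. IFI6 was 5.34-fold and ISG15 1.97-fold higher, with calls lost in 6 and 5 of 19 alternatives. Of 23 genes of the unfolded protein and amino acid response 6 were higher, and 13 were higher when adjusted over the list alone (camera adjusted p 1.95e-11, and adjusted p = 0.119 with an estimated correlation), with TRIB3, SESN2 and CEBPB 1.79-fold, 1.48-fold and 1.36-fold higher. The stress factor ATF3 was 2.64-fold and the cytokine GDF15 was higher by 0.42 on the log2 scale. GDF15, TRIB3, SESN2 and CEBPB lost their calls in 7, 5, 4 and 3 of 19 alternatives.

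**Figure D4:**
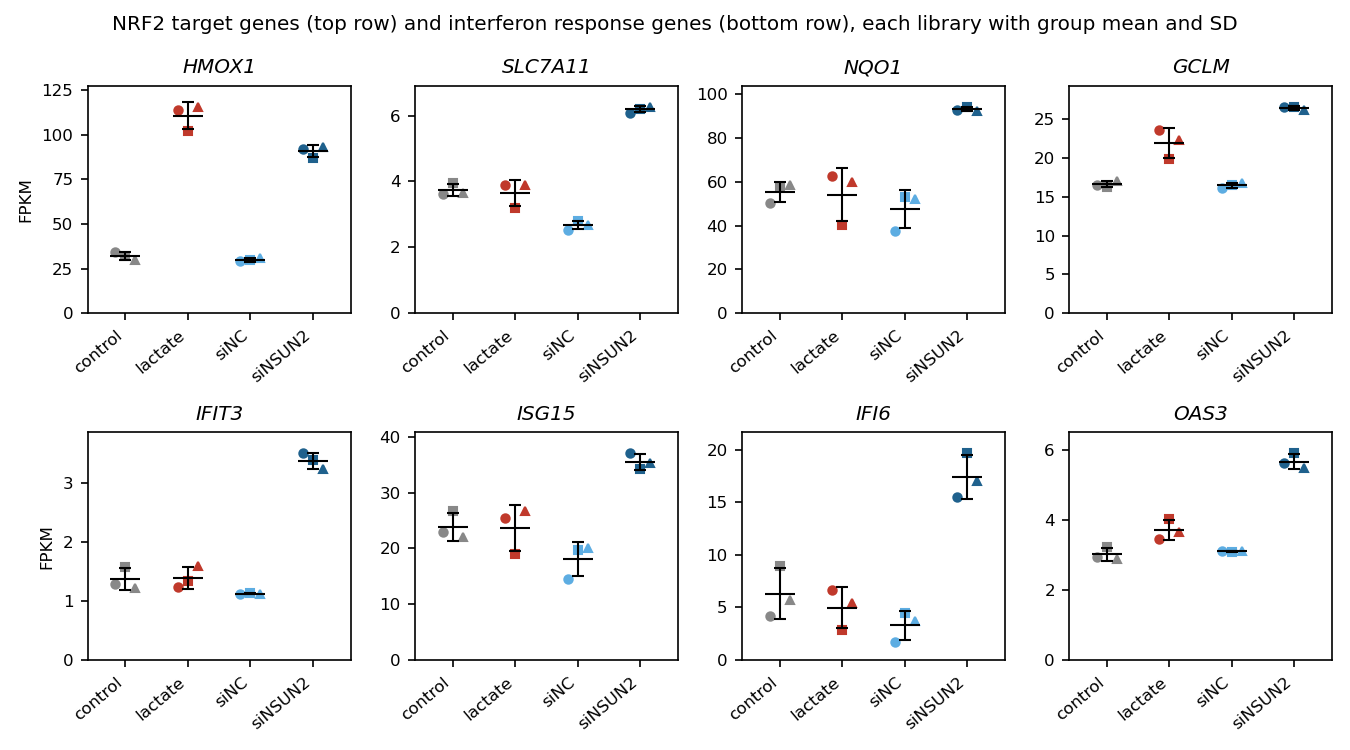
FPKM of NRF2 targets (top) and interferon response genes (bottom) in each library (circles, squares and triangles for replicates 1, 2 and 3), with the mean and SD of each group as bars, n = 3. In all 8 panels the libraries labelled siNSUN2 lie above the siNC libraries, and HMOX1 is also high with lactate (111 ± 7.6 FPKM).

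In the main fit the lower genes were fewer and the changes smaller. Among the largest were MEG3, H2AC6, NT5E, OXTR, TMEM158, AKAP12, GPRC5A, CAVIN1, SFRP1 and ETS2, at fold ratios between 0.68 and 0.807. The oxytocin receptor gene OXTR had 4.04 ± 0.0792 against 5.9 ± 0.0232 FPKM (limma adjusted p 0.000248). ETS2 lost its call in 11 of 19 alternatives, H2AC6, AKAP12, CAVIN1 and SFRP1 in 7 each, and the others in 1 or 2. Replication-dependent histone genes were lower as a list (camera adjusted p 2.31e-07, and adjusted p = 0.012 with an estimated correlation), with 1 of 11 called and 7 lower when adjusted over the list alone. TGF-beta targets were lower (camera adjusted p = 0.00132, and adjusted p = 0.0374 with an estimated correlation), with 1 of 18 called, TGFBI, at 0.855 of siNC and lost in 7 of 19 alternatives, and 1 higher and 2 lower when adjusted over the list alone.

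The other lists that passed camera at the preset correlation lost the call with an estimated one. By fry, fatty acid synthesis and ductal markers had an adjusted p under 0.05 (0.000715 and 0.0434). Glycolysis, p53, cholesterol synthesis, neurotrophin, G2/M and matrix lists did not (fry adjusted p from 0.0634 to 0.164). Fatty acid synthesis was higher, with 3 of 9 members called and 7 higher when adjusted over the list alone (camera adjusted p 1.17e-06, and adjusted p = 0.119 with an estimated correlation). ME1, SCD and FADS1 were 1.85-fold, 1.28-fold and 1.18-fold higher, with calls lost in 1, 4 and 9 of 19 alternatives. ME1 is also a member of the NRF2 list. Glycolysis had 1 of 18 members called, GPI at 1.2-fold and lost in 9 of 19 alternatives, and the same count adjusted over the list alone (camera adjusted p = 0.03, and adjusted p = 0.464 with an estimated correlation). For p53 targets, 2 of 20 were higher and 3 were higher when adjusted over the list alone (camera adjusted p = 0.00352, and adjusted p = 0.405 with an estimated correlation). Of cholesterol synthesis genes none was called and 3 of 23 were higher when adjusted over the list alone (camera adjusted p = 0.0323, and adjusted p = 0.545 with an estimated correlation). Neurotrophin and axon guidance genes were lower, with 1 of 23 called, NTN4 at 0.829 of siNC and lost in 7 of 19 alternatives, and 2 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00643, and adjusted p = 0.192 with an estimated correlation). None of 27 G2/M genes was called, by either count (camera lower, adjusted p = 0.0258, and adjusted p = 0.119 with an estimated correlation), and the adjusted p was 0.0521 without siNSUN2 replicate 3. None of 27 matrix and integrin genes was called, and 3 were higher and 7 lower when adjusted over the list alone (camera lower, adjusted p = 0.0212, and adjusted p = 0.244 with an estimated correlation). None of 6 ductal markers was called, and 1 was lower when adjusted over the list alone (camera lower, adjusted p = 0.0327, and adjusted p = 0.159 with an estimated correlation). Without siNC replicate 2 the matrix and ductal lists had adjusted p of 0.0757 and 0.108.

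Some list results followed siNC replicate 1, the library with 5.6% mitochondrial reads. Mitochondrially encoded mRNAs were lower (camera adjusted p = 0.00118, and adjusted p = 0.479 with an estimated correlation), with MT-CO1 at 4070 ± 212 against 6654 ± 3202 FPKM. Without siNC replicate 1 the camera adjusted p was 0.367. Ribosomal protein genes were higher (camera adjusted p = 0.00132, and adjusted p = 0.545 with an estimated correlation), and had an adjusted p of 0.149 without that library. Cholesterol synthesis genes had 0.162 without it. Oxidative phosphorylation genes were higher (camera adjusted p 4.12e-06, and adjusted p = 0.479 with an estimated correlation), and kept the call without that library (adjusted p = 0.000659). None of the 13, 76 or 35 genes of the mitochondrial, ribosomal and oxidative phosphorylation lists was called, by either count. The fry adjusted p of these lists was 0.357, 0.243 and 0.149. In the lists that did not pass camera, 1 gene was called in AP-1 and MAPK response (ATF3, higher), 1 in osmotic stress (SGK1, lower, lost in 7 of 19 alternatives) and 1 in long non-coding RNAs (MEG3, lower). The AP-1 list had a camera adjusted p of 0.0791, and 0.0422 without siNC replicate 3. Hypoxia targets had 0.0667, and 0.0374 without siNSUN2 replicate 2. Adjusted over the list alone, the counts were 3 higher and 2 lower, 1 lower, and 1 lower. In hypoxia targets 2 were higher, and in NF-kB and cytokine genes and immune markers 1 each was higher, when adjusted over the list alone, with none called over all genes. For m5C readers and erasers, lactate transport and lactylation, S phase, EMT, heat shock and the fibroblast, neural, and acinar or endocrine markers, no member was called by either count. In the heat shock list the median and mean were above 0 (0.01 and 0.04) and the camera direction was down, and in the long non-coding RNA list the median was 0.04 and the mean -0.04.

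Both effects were then compared to find genes raised by lactate and lower under the siNSUN2 label. The study chose its candidates from the lactate mRNA-seq and NSUN2 RIP-seq, a sequencing of the RNA bound to NSUN2. It tested their need for NSUN2 with knockdown, m5C and mRNA stability assays, which are not part of these libraries. No library had both treatments, so the difference of the effects was tested and not an interaction. The difference was called for 4471 genes, 1663 with a higher effect of lactate and 2808 with a lower one. With median-of-ratios scaling the split was 2139 and 2257. The count was 2768 with a filter at FPKM 5, 7277 with a surrogate variable and 9220 with library weights. NRF2 targets, interferon response genes and fatty acid synthesis had lower effects of lactate than of the siNSUN2 label in 7 of 12, 10 of 17 and 7 of 9 members. The camera adjusted p of these lists was 0.0139, 0.00106 and 0.000262, and adjusted p = 0.6, 0.329 and 0.233 with an estimated correlation. Adjusted over the list alone, 7, 11 and 7 members were lower. G2/M and AP-1 genes had higher effects of lactate in 15 of 27 and 10 of 21 members (camera adjusted p 1.88e-08 and 0.000262, and adjusted p = 0.00535 and 0.0309 with an estimated correlation), and in 16 and 10 when adjusted over the list alone, with 2 lower AP-1 genes. Across genes, which are not independent, the correlation of the fold changes was -0.118 (Pearson) and -0.14 (Spearman). Relabelling the samples within each experiment gave Pearson values from -0.63 to 0.606 over the other splits, and without lactate replicate 2 the value was 0.073.

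Genes called in opposite directions, raised by lactate and lower in the libraries labelled siNSUN2, numbered 14. Independent lists of 2325 and 23 genes would share 4.1 (hypergeometric p 5.1e-06, with genes taken as independent). Both comparisons used 1 estimate of spread per gene, so genes of small spread are called more readily in both. The hypergeometric p-values take no account of this. The 14 genes were AKAP12, C11orf80, CAVIN1, ETS2, GLUD1P3, KLF6, MEG3, NT5E, NTN4, OXTR, SFRP1, TGFBI, TMEM158 and VCL. CDCP1, STC1 and FOSL1 were not among them. Since no lower NSUN2 mRNA was measured, this does not test whether they need NSUN2. The study itself proposes that FOSL1 is not an NSUN2 m5C target. C11orf80, GLUD1P3, KLF6 and VCL are named outside the rule, after their values were seen. Leaving out 1 library gave between 4 and 21 such genes: 8, 7 and 6 without siNC replicates 1, 2 and 3, and 5, 6 and 4 without siNSUN2 replicates 1, 2 and 3. The number was 3 in separate fits of 6 libraries, 22 with edgeR, 68 without the 3 libraries of highest mitochondrial share, 78 with DESeq2, 162 with a surrogate variable and 1151 with library weights. Genes raised by lactate and higher under the siNSUN2 label numbered 19 against 10.5 for independent lists (hypergeometric p 0.0054), with HMOX1, OSGIN1, GCLM, ATF3 and GDF15 among them. Genes lowered by lactate and higher under the label numbered 17 against 15 (hypergeometric p 0.32). Those lowered by lactate and lower under the label numbered 5 against 5.8 (hypergeometric p 0.73). As a set, the 2325 lactate-raised genes lay below other genes in the siNSUN2 contrast (camera adjusted p = 0.0173, and adjusted p = 0.163 with an estimated correlation), although their mean log2 fold change was 0.001.

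**Figure D5:**
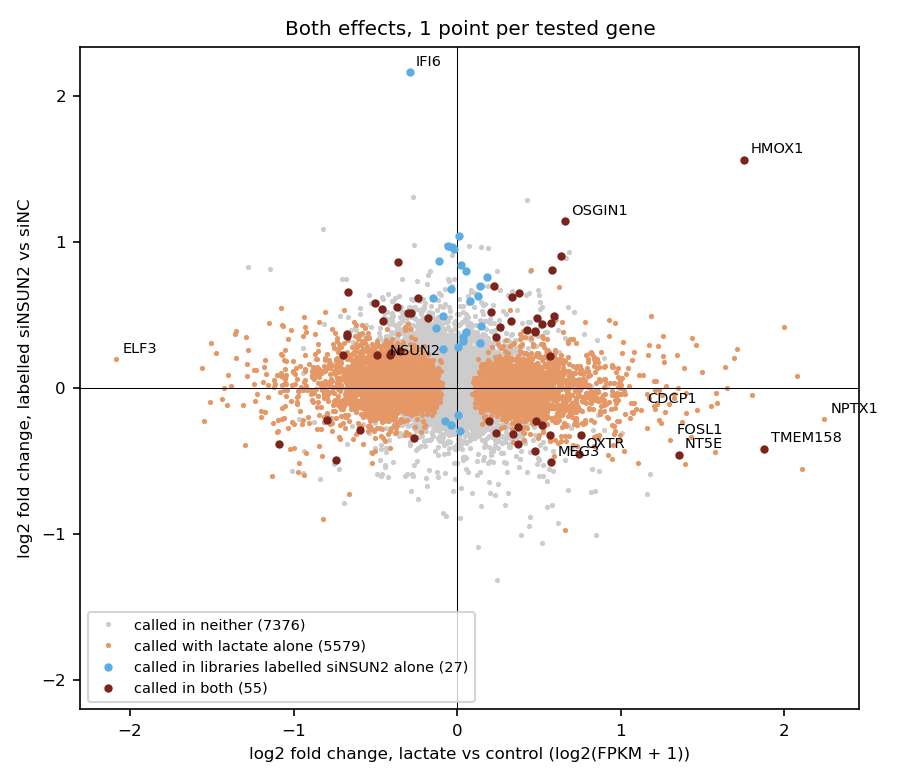
Log2 fold change on the log2(FPKM + 1) scale for lactate against control (horizontal) and for the libraries labelled siNSUN2 against siNC (vertical), 1 point per tested gene, coloured by the comparison in which it was called. HMOX1 lies high on both axes, and TMEM158 and NT5E are raised by lactate and lower under the siNSUN2 label.

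The authors' deposited table for lactate listed 1998 genes, 1116 higher and 882 lower, all with at least a 2-fold change and an unadjusted p under 0.05, and q-values up to 0.143. Of these 596 were tested here and 556 were called in the same direction. A mean FPKM under 1 was found for 1559 of the listed genes. The authors' deposited table for the siNSUN2 label listed 298 genes, 138 higher and 160 lower, again all with at least a 2-fold change. Of these 35 had a q-value under 0.05, and NSUN2 was not in the table. Of the 63 tested here, 8 were called in the same direction.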

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

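The fit without the 3 libraries of highest mitochondrial share and the surrogate variable were chosen after the data were seen, as were edgeR and DESeq2 for all results other than the counts of the 2 treatment comparisons. For lactate against control (5634 genes), the count was 3320 with the stricter filter, where fewer genes are tested, 9527 with library weights, 8620 with a surrogate variable, and 164 and 159 at unadjusted and adjusted p with at least a 2-fold change. Leaving out 1 library gave 4596 to 5806. For the siNSUN2 label (82 genes), it was 30 in the 6 libraries alone, 7051 with library weights, 365 without the 3 libraries, 841 with a surrogate variable, 329 with DESeq2, and 9 and 4 with at least a 2-fold change. Leaving out 1 library gave 32 to 59. For the difference (4471 genes), it was 2768 with the stricter filter, 9220 with library weights, 7277 with a surrogate variable, and 270 and 240 with at least a 2-fold change. Leaving out 1 library gave 3493 to 4727. It had no value in the 6 libraries of a single comparison. The correlation was -0.033 without the 3 libraries and -0.23 to 0.073 with 1 library left out. Genes raised by lactate and lower under the siNSUN2 label (14) numbered 3 in separate fits of 6 libraries, 1151 with library weights, 68 without the 3 libraries, 162 with a surrogate variable, 22 with edgeR, 78 with DESeq2, and 4 to 21 with 1 library left out. S100A4, not called in the main comparison of the siNSUN2 label, was called at -0.22 with a surrogate variable. Apart from the filter, the 6 libraries and the fold thresholds, whose construction leaves fewer genes or libraries, the cause was not tested. NSUN2 in the siNSUN2 comparison stayed higher in all 19 alternatives, at 0.09 to 0.24, and was called with library weights (0.16, adjusted p 0.000687). The counts of lists passing camera stayed at 10 to 12 for lactate and 13 to 19 for the siNSUN2 label. They run over all lists tested, among them that of the study's candidates, which was chosen on these samples.

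With the replicate number as a block (replicate block), 4579 genes were called for lactate, 11 for the siNSUN2 label and 3080 for the difference, and 0 genes were raised by lactate and lower under the label. The deviations of same-numbered lactate and control libraries had correlations of -0.54, -0.41 and 0.27. For siNSUN2 and siNC libraries they were 0.19, 0.12 and -0.03. With so few libraries these values cannot tell whether same-numbered samples shared a culture or day, and the labels do not say. Not every library correlated best with its own number.

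Among named genes, 56 of the lactate results by setting and 131 of those for the siNSUN2 label fell short of the threshold, and 3 and 60 passed it where they had not before. Each library had at least 21854066 counted reads. Whether few reads limited the calls of genes of low FPKM was not tested.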

Other observations

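The tests of label swaps, single wrong labels and gene length were chosen after the values were seen. Mitochondrial transcripts differed within the lactate libraries. MT-CO3 had 914, 2166 and 988 FPKM in lactate replicates 1, 2 and 3 against 3568, 2373 and 2433 in the control, and MT-CYB had 414.5, 1095 and 459 against 1461, 1005 and 1007. MT-ND5 had 1243, 3759 and 1395 against 1336, 892 and 901, and MT-ND6 had 810, 2113 and 778 against 666.5, 541 and 454. MT-RNR1 had 207, 262 and 225 against 85.0, 73.0 and 70.9. Of these genes MT-CO3 and MT-RNR1 were called, as above, while MT-CYB, MT-ND5 and MT-ND6 were not (limma adjusted p 0.0906, 0.153 and 0.0846). MT-CYB, MT-ND5 and MT-ND6 were chosen after their values were seen.

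NSUN2 was not lower in the libraries labelled siNSUN2. If the siRNA lowered the mRNA, a swap of the siNC and siNSUN2 groups would place low NSUN2 in the siNC libraries. Their mean was 1.01 times that of the water control. A single wrong label would then leave 2 libraries low, and 0 of the 3 lay below the lowest siNC library. If the siRNA did not lower the mRNA, neither test can detect a wrong label. The scaling does not hide a fall either, since the lower of the log2 fold changes with median-of-ratios scaling and quantile normalization was 0.13. It stays open whether the siRNA did not lower the mRNA at the time of harvest, acted only on the protein, or whether the whole group came from another transfection.

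Lactate replicate 2, siNC replicate 1 and control replicate 1 deviated together from their groups, with 58.9% of the variance of all deviations on 1 component and scores of 0.56, 0.49 and 0.28. A larger share of mitochondrial reads alone would act on all other genes alike, but 58% remained after median-of-ratios scaling. A trend on gene length removed 6.5% of the variance of that component and a trend on GC content 5.4%, so neither is the whole source. Differences in RNA integrity or culture density were not tested, and no biological explanation was tested.

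The fold changes of lactate and of the siNSUN2 label were negatively correlated across genes at -0.118. Without the 3 deviating libraries the value was -0.033, so these libraries may account for most of it. Of 100 pairs of splits, 92 gave a correlation as large in size, the highest of the others being -0.63, so chance cannot be excluded.

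The count of 5634 genes for lactate was reached by 1 of 10 splits of the 6 libraries, with 0 genes in the highest of the others, and the 82 genes for the siNSUN2 label by 1 of 10, again with 0 in the highest of the others. With 10 splits no share can fall under 0.05. For the difference, 1 of 100 pairs of splits gave as many as 4471, the highest of the others being 4159. Every pair that kept the lactate labels gave more genes than any that broke them, so the share follows the lactate labels alone and decides nothing about chance. For genes raised by lactate and lower under the siNSUN2 label, 1 of 100 pairs gave as many as 14, with 0 in the highest of the others. No other pair called genes in both comparisons, so none could share any, and the share decides nothing about chance.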
